A study of Homo sapiens with 21 samples. Its data were reported in "Breast cancers that disseminate to bone marrow acquire aggressive phenotypes through CX43-related tumor-stroma tunnels" (2024).

How the data were processed

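Total RNA libraries were prepared by the study from MCF7 breast cancer cells and from the bone marrow MSC lines HS5 and HS27a, with 21 libraries in 7 groups of 3 taken from the labels. MCF7 cells in contact culture made up 10% of the cells plated and MSCs 90%. After 24 h the medium was replaced by low-glucose medium with 1% serum for 48 h, and cultures held 10 nM estradiol. Cancer cells were recovered from contact culture with magnetic beads against EpCAM before RNA was extracted.

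The authors deposited 1 table of normalised expression, with 32377 gene symbols by row and 1 column per library. Reads had been trimmed with Trim Galore 0.5.0 and aligned with STAR 2.6.0, as the submitters' processing notes name these tools. The quantifier, the genome build and the annotation were not given in the sources used here, and no coordinates were used. The deposited values were read as the natural log of TPM plus 1. This scale was inferred from the values: taken back with base e they summed to between 837057 and 950053 per library, near the fixed total that TPM has, and with base 2 to between 113810 and 141829. TPM keeps no read totals, so the depth of each library is unknown and no count test was possible. The design, the gene lists and the rule for naming genes were fixed before the data were examined. The design had foreseen raw counts, with limma on log values if the file held normalised ones, and the latter was used. Genes and thresholds set in CPM in that design were set in TPM instead.

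Rows that shared a symbol (544 symbols over 1637 rows) were summed. Among all rows, 460 held the same values as another row, as copies of small RNA genes can. In total 70 rows of Y-linked genes and of XIST were left out of all tests, which left 31214 genes, and 37.5% of all values were 0. For a gene at 0 the text says only that it is listed at 0. No column was left unmapped to a sample (0 of the table's value columns).

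Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with an intensity trend and robust moderation of the variance, and p-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison. Genes with at least 1 TPM in 3 or more libraries were kept. The 8 comparisons between MCF7 groups were fitted on the 15 MCF7 libraries together, and those of HS5 and HS27a with MCF7 on the 9 monoculture libraries, which makes 10 comparisons. A gene was called at an adjusted p under 0.05, and a second count took a log2 fold change of 2 or more with the same adjusted p. The study gave its own threshold as a log fold change without a base, which was read here as log2. Values in the text are mean TPM ± SD with n = 3 libraries per group unless stated otherwise, and fold changes are on the log2(TPM + 1) scale, which understates changes of low genes.

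In all, 28 gene lists were tested. The textbook lists were type I interferon response, NF-kB and cytokine genes, MHC class I presentation, STAT3 targets, mesenchymal stromal markers, EMT transcription factors, TGF-beta and YAP targets, growth factors and receptors, gap junction and tunneling nanotube genes, stemness and dissemination genes, the ATF4 amino acid response, the unfolded protein response in the ER, cholesterol synthesis, hypoxia and glycolysis, early stress genes of cell handling, mitochondrially encoded mRNAs, the cell cycle, replication-dependent histones, epithelial alarmins, BMP and ID targets, luminal epithelial identity and estrogen receptor targets. The study's own lists were the contact signature, the borrowed transcripts, the borrowed genes kept in 3D, the intrinsic transcripts, the contact-suppressed transcripts and the medium-induced transcripts. The study chose these from libraries of the same series, so they are not independent evidence of a direction in the HS5 and monoculture groups. Lists were tested with camera at a preset inter-gene correlation of 0.01, with adjustment over the 28 lists of a comparison, and again with camera at an estimated correlation and with fry. List members absent from the table or below the filter on low levels were not tested. Counts of members are given over all genes and adjusted over the list alone.

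The share of the MSC level was computed per gene as 100 × (TPM − mean TPM in MCF7 monoculture) / (mean TPM in the MSC line − mean TPM in MCF7 monoculture) for MSC-specific genes, defined by a mean of at least 50 TPM in the MSC line and at most 0.5 TPM in MCF7 monoculture. The median over genes was taken per library, and groups were compared with an exact two-sided permutation test, whose smallest p for 3 against 3 libraries is 0.1. For the mixture test, the level expected of each gene was (1 − share) × MCF7 level + share × MSC level, and limma tested contact culture against this expectation with the same 15 libraries. A gene was above the mixture at an adjusted p under 0.05 and a log2 ratio of at least 1. The error of the MSC profile is not part of that test.

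Genes named in the text followed a preset rule. For each comparison with monoculture these were the 8 raised and 8 lowered genes of largest change that passed the test, had at least 5 TPM in the higher group, showed no overlap between the groups' libraries and carried a gene symbol. A preset list of genes of interest and up to 4 members of smallest p per list were added, and the text gives a selection of these.

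Steps were tested on simulated data. With 200 genes changed in libraries drawn like those of contact culture with HS5 and of monoculture (16177 genes), 54% of 2-fold and 88% of 4-fold changes were recovered and 4 other genes were called. In a simulated mixture of 15813 genes with a true HS5 share of 10%, the share was recovered as 9.94%. There 91% of genes set 4-fold above the mixture were found, with 2 others. In both simulations the changed genes had higher levels than the filter asks, and noise was drawn for each gene alone. These rates therefore do not cover low genes, or false calls from structure that genes of a library share. For comparisons that share control libraries, 50 simulations of unchanged groups gave the correlation and covariance that shared controls alone produce. Almost no gene is called in unchanged groups, so the simulated counts of shared genes are no baseline.

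The alternatives tried were median-of-ratios scaling, scaling to the total of protein-coding genes, other pseudocounts, other filters, a test against an absolute log2 fold change of 1, fits with only the groups compared or with all libraries, a replicate block, each library left out in turn, other definitions of the share, and summed symbols left out. Alternatives with the percent of small RNA as a covariate and with protein-coding genes only were among those added after the data were seen. No MSC library was left out for the share or the mixture. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. Protein measurements and tumour data of the study were not analysed here.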

Results

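Transcript levels were measured in 21 libraries that fall into 7 groups of 3. MCF7, an estrogen receptor-positive human breast cancer line, was grown alone (monoculture), in direct contact with an excess of the human bone marrow MSC lines HS5 or HS27a (contact culture), or in medium conditioned by either MSC line. Cancer cells were taken out of contact culture with beads against EpCAM, an epithelial surface protein. HS5 and HS27a monocultures formed the remaining groups. Levels are TPM, taken back from what was read as the natural log of TPM plus 1. TPM keeps no read totals, so the depth of each library is unknown. Between 12605 and 14332 genes reached 1 TPM in a library, and across genes, which are not independent replicates, libraries of a group correlated with r from 0.935 to 0.973. Nothing in the sources used here says that replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical. Changes are log2 fold changes on log2(TPM + 1), and adjusted p-values for genes are from limma.

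The groups differed in library make-up. Small RNA genes held 8.47% ± 2.46 (SD, n = 3) of TPM in MCF7 monoculture, 4.10% ± 0.32 in contact culture with HS5 and 11.4% ± 3.67 in HS5 conditioned medium. The median log2 fold change of all genes was 0.26 in contact culture with HS5 and 0.15 with HS27a, against −0.01 for both after median-of-ratios scaling. For HS5 and HS27a against MCF7 it was 0.28 and 0.16, against −0.03 and −0.06 after that scaling. Contact culture against conditioned medium gave 0.22 for HS5. Where the median of a gene list is said to lie above or relative to all genes, the median of all genes in the same comparison was subtracted, and other list medians are plain log2 fold changes.

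To learn which transcripts set the MSCs apart from the cancer cells, each MSC line was first compared with MCF7 monoculture. HS5 cells held 3123 ± 24.5 TPM of VIM, the intermediate filament vimentin of mesenchymal cells, against 0.20 ± 0.21 in MCF7 (log2 fold change 11.36, SE 0.22, adjusted p = 6.29e-09). SERPINE2, a secreted protease inhibitor, was higher by 10.62, the activin antagonist FST by 10.11 and the neutrophil chemokine CXCL8 by 9.57. The collagenase MMP1 (1546 ± 26.6 TPM) and the stromelysin MMP3 (776 ± 5.27 TPM) were listed at 0 in MCF7. In HS27a cells POSTN, the adhesion protein periostin, was at 3052 ± 1378 TPM, and it was listed at 0 in MCF7. The collagen genes COL1A2 and COL3A1 were higher by 9.05 and 8.63 in HS27a, and the proteoglycan DCN by 8.68. In the other direction, the luminal transcription factor GATA3 was at 1867 ± 74.3 TPM in MCF7 and at 2.64 ± 0.02 in HS5 and 0.26 ± 0.28 in HS27a. The estrogen-induced secreted protein TFF1 was at 3600 ± 532 TPM in MCF7 and listed at 0 in HS27a. CCDC88A, which encodes the actin-binding scaffold GIV that the study followed, was at 134 ± 1.86 TPM in HS5, 174 ± 30.9 in HS27a and 3.22 ± 0.71 in MCF7.

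Of 15482 genes tested, 4558 were higher and 2235 lower in HS5 than in MCF7, and 1415 were higher at least 4-fold. Without MCF7 monoculture replicate 2 or 3 the 2235 were 1360 or 1416. HS27a had 3878 higher and 2300 lower genes, with 1293 higher at least 4-fold, and the 2300 were 1346 or 1405 without those same replicates. After median-of-ratios scaling the splits were 3344 higher against 3336 lower for HS5 and 3206 against 3224 for HS27a.

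Contact culture addresses which transcripts are found in samples of cancer cells recovered after touching MSCs. In MCF7 cells recovered from contact culture with HS5, the largest rises were in transcripts that HS5 cells hold at high levels. VIM rose from 0.20 ± 0.21 to 393 ± 7.06 TPM (log2 fold change 8.38, SE 0.16, adjusted p = 6.39e-13) and SERPINE2 to 288 ± 4.22 TPM (7.88, SE 0.12, adjusted p = 5.14e-14). PTX3, a secreted pattern recognition protein, rose by 6.82, FST by 6.79 and DCN by 6.47. The DNA sensor IFI16 reached 100.3 ± 6.68 TPM, MMP1 92.5 ± 1.97 and the G protein subunit gene GNG11 87.3 ± 3.17, all listed at 0 in monoculture. TXNIP, which restrains glucose uptake, fell from 115 ± 4.23 to 4.32 ± 0.82 TPM (−4.46, SE 0.13, adjusted p = 3.69e-11). ID2, an inhibitor of basic helix-loop-helix factors, fell from 678 ± 171 to 49.3 ± 4.31 TPM (−3.72), the kallikrein protease KLK11 by −3.42 and the microseminoprotein gene MSMB by −4.23. RN7SL718P, RN7SL411P and RN7SL36P were also among the 8 genes that fell most, and as near-identical copies of the 7SL RNA gene their values are uncertain.

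Among preset genes of interest, CCDC88A rose from 3.22 ± 0.71 to 24.0 ± 2.23 TPM (2.57, SE 0.24, adjusted p = 4.14e-06) and GJA1, the gap junction protein connexin 43, from 0.28 ± 0.11 to 5.11 ± 0.85 TPM (2.25, SE 0.19, adjusted p = 1.21e-06). TNFAIP2, a gene of membrane nanotube formation, rose by 1.58 (adjusted p = 9.85e-05) and the receptor gene EGFR by 1.83 (adjusted p = 4.29e-05). The iron-binding protein LCN2 rose from 9.60 ± 5.25 to 168 ± 11.3 TPM (4.10, SE 0.26, adjusted p = 9.58e-08), the angiogenic factor VEGFA to 78.8 ± 6.89 TPM (3.26) and the tryptophan enzyme KYNU to 43.0 ± 5.07 TPM (2.63). ESR1, the estrogen receptor, fell from 80.0 ± 1.75 to 44.8 ± 9.63 TPM (−0.85, SE 0.16, adjusted p = 0.00169), and the chemokine CXCL12 fell by 2.70. Keratin 18 (KRT18), a luminal keratin, fell from 281 ± 73.7 to 93.3 ± 7.39 TPM (−1.55).

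Over all genes, 3062 of 16177 rose and 479 fell in contact culture with HS5, with 398 and 34 of them changed at least 4-fold. Median-of-ratios scaling gave 1553 raised and 1169 lowered genes, or 57.1% raised in place of 86.5%, and all 1553 were also raised without it.

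**Figure D1:**
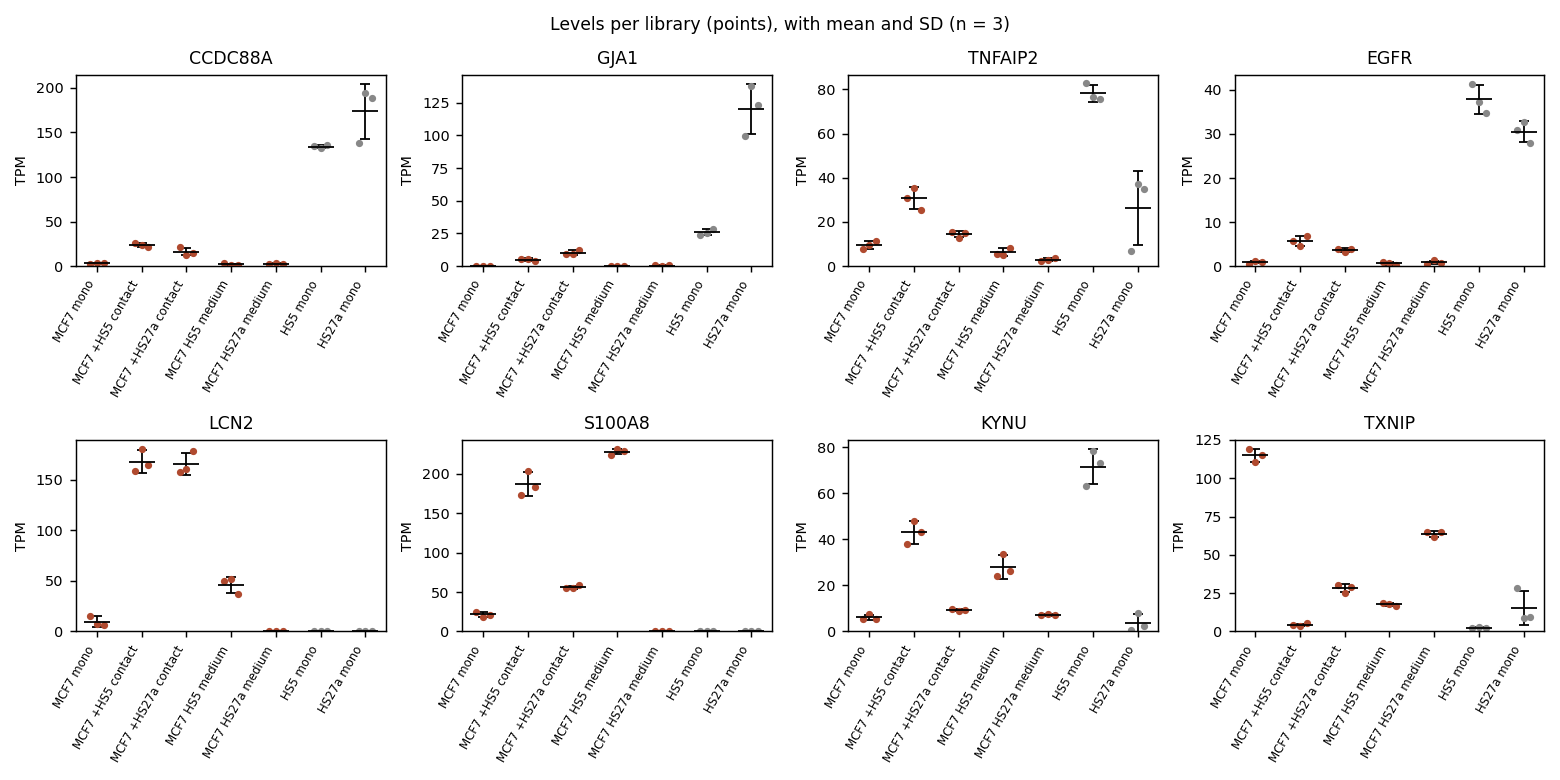
TPM of 8 genes in each library of the 7 groups (points), with the group mean and SD (bars, n = 3). CCDC88A and GJA1 lie above monoculture in both contact cultures, while S100A8 is listed at 0 in HS27a conditioned medium and reaches 228 ± 3.44 TPM in HS5 conditioned medium.

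Genes of innate defence were raised in contact culture with HS5. Of the type I interferon response, the antiviral program, 35 of 39 measured members rose, 1 fell and 3 did not pass (adjusted over the list alone, 37 rose and 1 fell). The list's median lay 2.63 above that of all genes (camera adjusted p = 7.72e-32). STAT1, the transcription factor of interferon signalling, rose from 30.9 ± 1.13 to 234 ± 3.52 TPM (2.88, adjusted p = 5.61e-10), and the mono-ADP-ribosyltransferase partner PARP9 from 3.04 ± 0.36 to 90.9 ± 8.38 TPM (4.51, adjusted p = 1.19e-10). Of 26 NF-kB and cytokine genes, 23 rose, 0 fell and 3 did not pass (adjusted over the list alone, 23 rose and 1 fell), with a median 2.66 above all genes (adjusted p = 6.86e-25), a rise near that of a mixture with the measured share of HS5 RNA (median log2 ratio to the mixture −0.02). The chemokine CXCL3 rose to 51.3 TPM (5.50), and CCL7 and the cytokine IL6, both listed at 0 in monoculture, reached 37.0 and 24.4 TPM. In MHC class I presentation 8 of 13 rose, 0 fell and 5 did not pass (adjusted over the list alone, 8 and 0), at 1.10 above all genes (adjusted p = 0.000184), though 1 of 13 lay above the mixture, and its light chain B2M rose from 387 ± 75.2 to 1903 ± 26.3 TPM (2.32). STAT3 targets had 6 raised, 0 lowered and 6 not passing of 12 (adjusted over the list alone, 6 and 0), at 0.37 above all genes (adjusted p = 0.022), or adjusted p = 0.117 with an estimated correlation, and 2 of 12 lay above the mixture. The interleukin-responsive transcription factor CEBPB rose from 22.9 to 161 TPM (2.82). The study had put 30 of the interferon, 19 of the NF-kB, 4 of the MHC class I and 1 of the STAT3 genes on lists of its own.

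Stromal genes formed a further group, and most of these genes did not lie above a mixture with the measured share of HS5 RNA. Of 29 mesenchymal stromal markers 21 rose, 0 fell and 8 did not pass (adjusted over the list alone, 22 and 0), at 1.95 above all genes (adjusted p = 1.28e-16). The matrix gene FN1, fibronectin, rose from 7.10 ± 2.30 to 433 ± 5.87 TPM (5.79, SE 0.19, adjusted p = 1.24e-10). EMT transcription factors, which drive epithelial cells toward a mesenchymal state, had 5 raised, 0 lowered and 2 not passing of 7 (adjusted over the list alone, 5 and 0), at 2.55 above all genes (adjusted p = 6.39e-06). SNAI2 rose to 22.9 ± 1.65 TPM (4.41) and PRRX1 to 46.0 ± 8.62 TPM (5.40). TGF-beta and YAP targets had 12 raised, 0 lowered and 6 not passing of 18 (adjusted over the list alone, 12 and 0; median 0.74 above all genes, adjusted p = 0.000103), with the plasminogen activator inhibitor SERPINE1 up to 21.9 ± 0.99 TPM (4.44). Among growth factors and receptors 17 of 22 rose, 1 fell and 4 did not pass (adjusted over the list alone, 17 and 1; adjusted p = 4.12e-11), and FGF2, fibroblast growth factor, rose from 1.09 to 11.1 TPM (2.54). Gap junction and tunneling nanotube genes had 9 raised, 0 lowered and 8 not passing of 17 (adjusted over the list alone, 9 and 0; adjusted p = 0.00198), or adjusted p = 0.169 with an estimated correlation. The small GTPase RALA of that list rose from 108 to 250 TPM (1.22). Of the stemness and dissemination genes 6 of 11 rose, 0 fell and 5 did not pass (adjusted over the list alone, 6 and 1; adjusted p = 0.0823, or 0.0451 with 4 raised and 1 lowered after median-of-ratios scaling), with SOX9, a progenitor factor, at 50.1 TPM against 12.97 (1.93). The study's own lists held 19 of the mesenchymal, 3 of the EMT, 4 of the TGF-beta and YAP, 15 of the growth factor, 3 of the nanotube and 1 of the stemness genes.

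Genes of nutrient and protein-folding stress rose as well. In the ATF4 amino acid response, which answers amino acid shortage, 25 of 33 rose, 0 fell and 8 did not pass (adjusted over the list alone, 25 and 1; adjusted p = 1.57e-14). The methionyl-tRNA synthetase MARS rose from 46.1 to 1221 TPM (4.84) and the cystine carrier SLC7A11 from 0.16 to 7.72 TPM (2.91). For the unfolded protein response in the ER the counts were 12, 0 and 3 of 15 (adjusted over the list alone, 13 and 0; adjusted p = 1.09e-07), and its chaperone HSPA5 rose from 199.6 ± 34.9 to 823 ± 11.02 TPM (2.05). Cholesterol synthesis had 16 raised, 0 lowered and 4 not passing of 20 (adjusted over the list alone, 17 and 0; adjusted p = 4.2e-07), with HMGCS1 up by 1.98. Hypoxia and glycolysis genes counted 10, 1 and 9 of 20 (adjusted over the list alone, 11 and 1; adjusted p = 0.0225), or adjusted p = 0.169 with an estimated correlation, and 5 raised and 3 lowered after median-of-ratios scaling (adjusted p = 0.127). The vasodilator peptide gene ADM of that list rose from 0.20 to 29.3 TPM (4.68), which was 14.6% of its level in HS5 cells and near the level in a mixture with HS5 RNA (log2 ratio 0.10, adjusted p = 0.863). Early stress genes of cell handling had 8 raised, 2 lowered and 14 not passing of 24 (adjusted over the list alone, 9 and 5; adjusted p = 0.991). On lists of the study were 16 of the ATF4, 1 of the unfolded protein, 0 of the cholesterol, 3 of the hypoxia and 3 of the early stress genes.

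Genes of division and respiration were also tested. Of 29 cell cycle genes 4 rose, 3 fell and 22 did not pass (adjusted over the list alone, 4 and 3; adjusted p = 0.0925). Their plain median of 0.07 and mean of 0.08 were above 0 while the test's direction was down, the median relative to all genes was −0.20, and after median-of-ratios scaling the median was −0.24 with 0 raised and 7 lowered (adjusted p = 0.00804). Replication-dependent histones, which are made in S phase, had 0 raised, 4 lowered and 17 not passing of 21 (adjusted over the list alone, 0 and 5), at −0.81 relative to all genes (adjusted p = 1.41e-06). Of 13 mitochondrially encoded mRNAs 2 rose, 5 fell and 6 did not pass (adjusted over the list alone, 2 and 5; adjusted p = 0.00324), or adjusted p = 0.311 with an estimated correlation, and after median-of-ratios scaling 0 rose and 7 fell. The study had listed 1 of the cell cycle genes, 1 of the histones and 0 of the mitochondrial mRNAs.

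Epithelial genes moved in both directions. Epithelial alarmins, small proteins that surface epithelia make under inflammation, had 7 raised, 1 lowered and 3 not passing of 11 (adjusted over the list alone, 7 and 1), at 2.36 above all genes (adjusted p = 0.000105). The calgranulin S100A8 rose from 21.7 ± 3.20 to 187 ± 15.3 TPM (3.05, SE 0.12, adjusted p = 5.6e-10). In luminal epithelial identity 2 rose, 8 fell and 14 did not pass of 24 (adjusted over the list alone, 2 and 9), at −0.58 relative to all genes (adjusted p = 1.87e-06). KRT8, the partner of keratin 18, fell from 305 ± 58.6 to 106 ± 9.60 TPM (−1.50, adjusted p = 8.28e-05), and the splicing regulator ESRP1 rose from 66.4 to 125 TPM (0.90). Estrogen receptor targets had 6 raised, 9 lowered and 25 not passing of 40 (adjusted over the list alone, 7 and 11; adjusted p = 0.000447), or adjusted p = 0.103 with an estimated correlation. Their plain median was 0.06, their median relative to all genes −0.20, their mean −0.22 and the test's direction down, and after median-of-ratios scaling the median was −0.27 with 5 raised and 14 lowered. IGFBP5, which binds insulin-like growth factors, fell from 19.8 to 2.41 TPM (−2.59) and SCUBE2 from 51.3 to 10.5 TPM (−2.24). Among preset genes of interest, GREB1 rose from 52.4 ± 2.70 to 80.2 ± 3.02 TPM (0.605, adjusted p = 0.00184, or 0.179 after median-of-ratios scaling). PGR, the progesterone receptor, did not pass (−0.43, adjusted p = 0.104, or −0.76 and 0.0126 after that scaling). BMP and ID targets counted 2, 4 and 4 of 10 (adjusted over the list alone, 3 and 5; adjusted p = 0.000837), with ID3 down by −2.26. Among these genes the study had listed 7 alarmins, 1 luminal gene, 5 estrogen receptor targets and 3 BMP and ID targets.

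Lists that the study drew from these libraries are not independent evidence of direction. Members absent from the table or below the filter on low levels were not tested, and before that the lists held 426 borrowed, 39 signature, 39 intrinsic, 19 kept in 3D, 13 medium-induced and 33 contact-suppressed genes. All 379 tested borrowed transcripts, those the study inferred could be transferred from HS5, rose (adjusted over the list alone, 379 and 0; adjusted p = 4.4e-112), as did 37 of 37 tested genes of the contact signature (adjusted over the list alone, 37 and 0; adjusted p = 7.91e-46) and 35 of 35 tested intrinsic transcripts (adjusted over the list alone, 35 and 0; adjusted p = 3.79e-30). Of 18 borrowed genes kept in 3D 17 rose, 0 fell and 1 did not pass (adjusted over the list alone, 17 and 0; adjusted p = 1.02e-15), and of 12 medium-induced transcripts 11, 0 and 1 (adjusted over the list alone, 11 and 0; adjusted p = 3.58e-12). All 32 tested contact-suppressed transcripts fell (adjusted over the list alone, 0 and 32; adjusted p = 9.73e-52).

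Contact culture with HS27a asked whether a second MSC line leaves similar transcripts. POSTN reached 221 ± 17.5 TPM and was listed at 0 in monoculture. SERPINE2 rose to 233 ± 7.96 TPM (7.57, SE 0.12, adjusted p = 8.74e-14), VIM to 138 ± 4.22 TPM (6.87), COL1A2 to 44.1 ± 0.41 TPM (5.47) and FN1 to 297 ± 28.8 TPM (5.24). The cell cycle inhibitor gene CDKN2A rose from 0.14 ± 0.25 to 53.5 ± 6.58 TPM (5.59, adjusted p = 1.16e-09). ID2 fell to 96.3 ± 15.6 TPM (−2.78, SE 0.18, adjusted p = 2.56e-07), TXNIP to 28.3 ± 2.63 TPM (−1.99) and KRT18 to 107 ± 11.2 TPM (−1.36), and 5 of the 8 genes that fell most were 7SL copies of uncertain level. CCDC88A rose to 16.3 ± 4.26 TPM (2.02, SE 0.24, adjusted p = 9.84e-05), GJA1 to 10.3 ± 1.88 TPM (3.13, SE 0.19, adjusted p = 1.07e-07) and LCN2 to 165 ± 10.99 TPM (4.08, SE 0.26, adjusted p = 2.56e-07). TNFAIP2 was at 14.4 ± 1.35 TPM against 9.62 ± 1.76 (adjusted p = 0.117) and ESR1 at 76.8 ± 12.05 against 80.0 ± 1.75 (−0.07, adjusted p = 0.845, with a direction that turned to 0.066 without contact culture replicate 1).

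Mesenchymal stromal markers rose in this culture too, with 26 raised, 0 lowered and 3 not passing of 29 (adjusted over the list alone, 27 and 2; adjusted p = 1.01e-42). SPARC, a matrix glycoprotein listed at 0 in monoculture, reached 26.6 TPM, and COL3A1 rose by 5.01. Of the type I interferon response, 5 rose, 1 fell and 33 did not pass of 39 (adjusted over the list alone, 6 and 1; adjusted p = 0.889). Its plain median was 0.10, which turned to −0.01 after median-of-ratios scaling, while PARP9 rose from 3.04 to 8.94 TPM (1.30). NF-kB and cytokine genes had 12 raised, 0 lowered and 14 not passing (adjusted over the list alone, 13 and 0; adjusted p = 6.32e-08). Cholesterol synthesis had 9 raised, 0 lowered and 11 not passing (adjusted over the list alone, 14 and 0; adjusted p = 3.77e-07), with HMGCS1 up from 7.52 to 23.4 TPM. Of the epithelial alarmins 6 rose, 0 fell and 5 did not pass (adjusted over the list alone, 7 and 0; adjusted p = 0.000763), with S100A8 at 56.3 ± 1.84 TPM (1.34). The borrowed transcripts, chosen by the study on HS5 libraries and the shared monoculture, had 230 raised, 1 lowered and 148 not passing (adjusted over the list alone, 269 and 1; adjusted p = 2.89e-57). Over all genes 1201 rose and 243 fell, 165 and 24 at least 4-fold, and median-of-ratios scaling gave 757 and 438. The total of 1444 changed genes was 917, 870 and 846 without replicate 1, 2 or 3 of this contact culture.

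Conditioned medium tests what MSCs grown alone leave in their medium. Soluble factors that they release cannot be told apart there from nutrients that they use up. In HS5 conditioned medium genes of the S100 family were among those that rose most, with S100A7 from 4.88 ± 2.47 to 209 ± 36.5 TPM (5.23, SE 0.31, adjusted p = 1.11e-06), S100A9 from 19.7 ± 5.92 to 338 ± 11.6 TPM (4.07, SE 0.27, adjusted p = 1.92e-06) and S100A8 to 228 ± 3.44 TPM (3.34, SE 0.12, adjusted p = 5.05e-09). LCN2 rose to 46.1 ± 7.99 TPM (2.25), KYNU to 28.0 ± 5.11 TPM (2.02) and the mitotic activator CDC20 from 3.11 ± 1.81 to 21.4 ± 5.23 TPM (2.52). KLK11 fell by −2.83, CXCL12 from 41.7 ± 12.8 to 4.86 ± 0.52 TPM (−2.82), the steroid-conjugating enzyme UGT2B15 by −2.79 and TXNIP to 17.7 ± 0.90 TPM (−2.63). CCDC88A was at 2.11 ± 0.86 TPM (adjusted p = 0.265) and TNFAIP2 at 6.29 ± 1.76 (adjusted p = 0.117, or 0.0369 without medium replicate 3 and 0.0449 without monoculture replicate 1). TFF1, an estrogen target, rose from 3600 ± 532 to 8631 ± 688 TPM (1.27), while ESR1 fell to 45.1 ± 1.41 TPM (−0.81).

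Epithelial alarmins had 7 raised, 1 lowered and 3 not passing of 11 in HS5 medium (adjusted over the list alone, 7 and 1; adjusted p = 1.62e-09). Cholesterol synthesis had 9, 0 and 11 of 20 (adjusted over the list alone, 17 and 0; adjusted p = 6.52e-11), with the sterol reductase DHCR7 up from 13.9 to 40.6 TPM. Hypoxia and glycolysis genes had 8, 0 and 12 of 20 (adjusted over the list alone, 13 and 0; adjusted p = 1.54e-07), with LDHA, lactate dehydrogenase, up from 504 to 963 TPM. STAT3 targets had 6, 0 and 6 of 12 (adjusted over the list alone, 6 and 0; adjusted p = 0.000634), or adjusted p = 0.0504 with an estimated correlation. Mesenchymal stromal markers had 2, 1 and 26 of 29 (adjusted over the list alone, 3 and 1; adjusted p = 0.883), and gap junction and tunneling nanotube genes 1, 0 and 16 of 17 (adjusted over the list alone, 1 and 0; adjusted p = 0.3). In total 833 genes rose and 428 fell, 38 and 26 at least 4-fold, and median-of-ratios scaling gave 777 and 764. The balance turned to 657 raised and 829 lowered with scaling to the protein-coding total and to 675 and 785 with protein-coding genes only (13 and 17 at least 4-fold). The total of 1261 was 2752 without monoculture replicate 1, 744 without monoculture replicate 3, and 623 and 606 without medium replicates 1 and 2, and the 38 became 59 without monoculture replicate 1. The balance turned to 1235 raised and 1517 lowered without monoculture replicate 1. The 26 lowered at least 4-fold became 71 without that replicate and 14 without monoculture replicate 3.

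In HS27a conditioned medium some alarmins fell. S100A8 was listed at 0, against 21.7 ± 3.20 TPM in monoculture (adjusted p = 1.03e-10), LCN2 fell from 9.60 ± 5.25 to 0.22 ± 0.20 TPM (−3.02, SE 0.26, adjusted p = 0.000151) and S100A9 to 2.71 ± 1.83 TPM (−2.54, SE 0.27, adjusted p = 0.000253). Of 11 epithelial alarmins 0 rose, 4 fell and 7 did not pass (adjusted over the list alone, 0 and 4; adjusted p = 0.000232), or adjusted p = 0.0699 with an estimated correlation, with a median of 0 and a mean of −0.86. NF-kB and cytokine genes had 0, 5 and 21 of 26 (adjusted over the list alone, 0 and 6; adjusted p = 2.35e-06), and the NF-kB inhibitor NFKBIA fell from 272 to 90.1 TPM (−1.51). CDC20 rose to 27.4 ± 4.40 TPM (2.88, SE 0.33, adjusted p = 0.000421) and the kinase PLK1 from 1.95 to 6.95 TPM (1.43), as 8 of 29 cell cycle genes rose, 0 fell and 21 did not pass (adjusted over the list alone, 9 and 2; adjusted p = 8.54e-05), or adjusted p = 0.183 with an estimated correlation. Of 29 mesenchymal stromal markers 0 rose, 0 fell and 29 did not pass (adjusted over the list alone, 0 and 0; adjusted p = 0.942). TNFAIP2 fell to 2.88 ± 0.69 TPM (−1.46, adjusted p = 0.0014). KRT18 rose to 485 ± 66.1 TPM (0.81, adjusted p = 0.0128), with an adjusted p of 0.0689 after median-of-ratios scaling, 0.0649 without medium replicate 1 and 0.0522 without monoculture replicate 3. Altogether 499 genes rose and 207 fell, 17 and 10 at least 4-fold, and median-of-ratios scaling gave 437 and 367. The balance turned to 371 raised and 418 lowered with scaling to the protein-coding total and to 373 and 423 with protein-coding genes only. The total of 706 was 1621 without monoculture replicate 1, 448 without monoculture replicate 3 and 340, 336 and 384 without medium replicates 1, 2 and 3. The 17 genes became 42 without monoculture replicate 1 and 11 without each medium replicate in turn. The balance turned to 779 raised and 842 lowered without monoculture replicate 1. The 10 lowered at least 4-fold became 31 without that replicate and 3 without medium replicate 1.

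**Figure D2:**
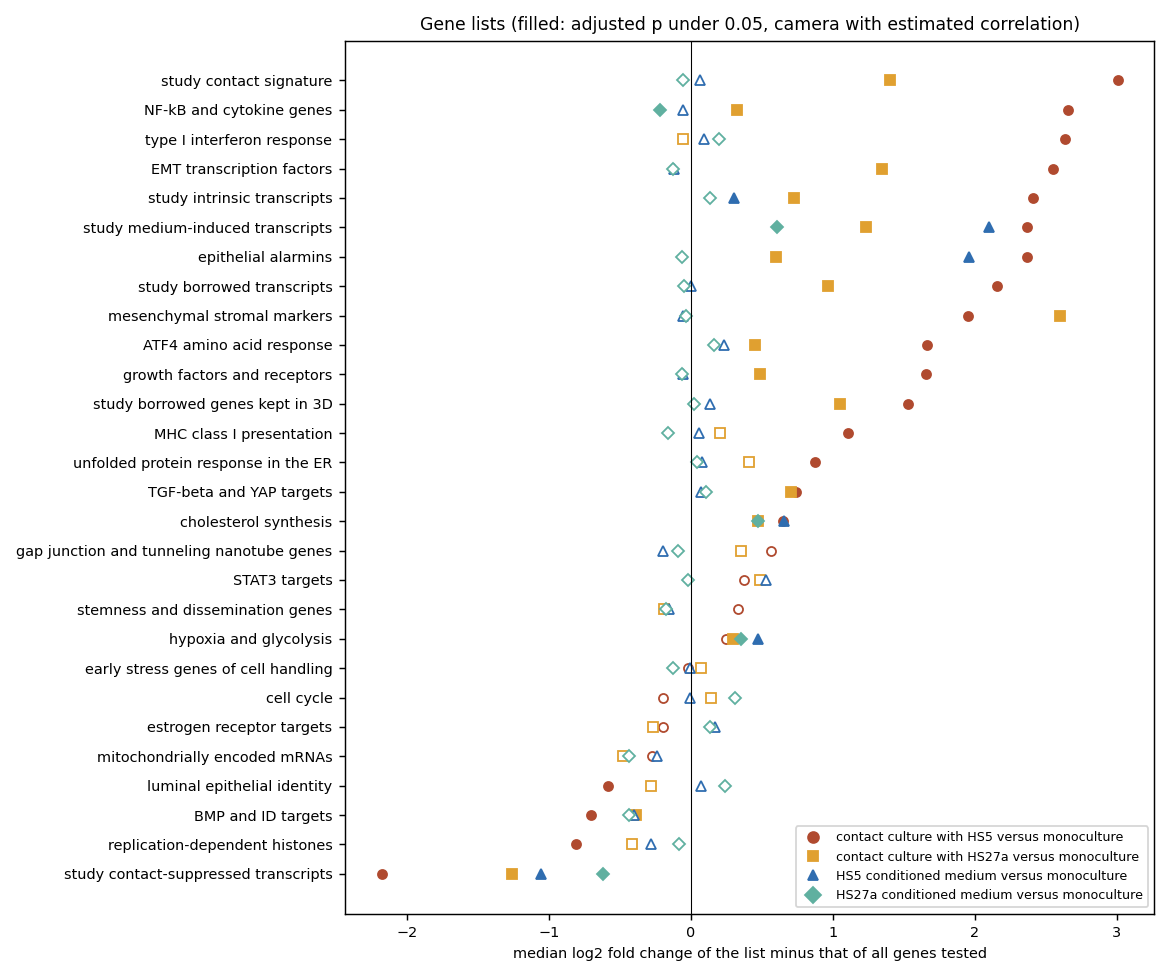
Median log2 fold change of each gene list minus the median of all genes, for 4 comparisons with monoculture. Filled symbols mark an adjusted p under 0.05 in camera with an estimated correlation, and the interferon list lies at 2.63 in contact culture with HS5 and at −0.06 with HS27a.

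Contact culture was also tested directly against conditioned medium of the same line. For HS5, VIM was higher in contact culture by 7.99, CCDC88A by 3.03 (adjusted p = 1.02e-06), GJA1 by 2.23 and EGFR by 2.04, and KRT18 was lower (−1.95). S100A8 was at 187 ± 15.3 TPM in contact culture and 228 ± 3.44 in medium (adjusted p = 0.0945, or 0.0204 after median-of-ratios scaling), and CXCL12 at 5.39 ± 0.79 and 4.86 ± 0.52 (adjusted p = 0.718). KYNU was higher by 0.61 (adjusted p = 0.0144), with an adjusted p of 0.0992 after median-of-ratios scaling, 0.0686 without medium replicate 1 and 0.0641 without contact culture replicate 2. Of the type I interferon response 35 were higher, 0 lower and 4 did not pass (adjusted over the list alone, 36 and 0; adjusted p = 8.15e-30), and of luminal epithelial identity 1 higher, 12 lower and 11 did not pass (adjusted over the list alone, 2 and 13; adjusted p = 5.61e-07). For HS27a, LCN2 was higher in contact culture by 7.10 (adjusted p = 7.23e-10), GJA1 by 2.89, CCDC88A by 2.18 and TNFAIP2 by 2.01, and GREB1, an estrogen receptor cofactor, was lower (−1.001). Mesenchymal stromal markers were higher in 26, lower in 2 and not passing in 1 of 29 (adjusted over the list alone, 27 and 2; adjusted p = 2.52e-40). HS5 had 2969 higher and 875 lower genes and HS27a 1175 and 517, against 1855 and 1588, and 984 and 725, after median-of-ratios scaling. Without HS5 medium replicate 1 or 2 the 875 were 541 or 534. With the small RNA percent as a covariate HS5 had 975 higher and 199 lower. For HS27a the total of 1692 was 1102 and 1118 without medium replicate 2 or 3, and 1113 and 1038 without contact culture replicate 1 or 3.

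The lines were then compared with each other under the same condition. After contact, cells from the HS27a culture held less VEGFA (−2.21) and KYNU (−2.08) than those from the HS5 culture and more TXNIP (2.47) and COL1A1, the main chain of type I collagen (1.81), which was at 666 TPM in HS27a cells themselves and at 66.1 in HS5 cells. The type I interferon response had 0 higher, 36 lower and 3 not passing of 39 (adjusted over the list alone, 0 and 38; adjusted p = 1.58e-52), and mesenchymal stromal markers had 12, 7 and 10 of 29 (adjusted over the list alone, 14 and 9; adjusted p = 1.03e-06). In total 354 genes were higher and 932 lower with HS27a, or 613 and 669 after median-of-ratios scaling. The total of 1286 was 822 and 823 without HS27a replicates 1 and 2, and 702, 740 and 687 without HS5 replicates 1, 2 and 3. Between the media 15 genes were higher and 36 lower with HS27a, with S100A9 (−6.62), LCN2 (−5.27) and S100A7 (−4.72) among the lower ones and S100A8 listed at 0 in HS27a medium and at 228 ± 3.44 TPM in HS5 medium. The total of 51 was 27, 27 and 31 without HS27a medium replicates 1, 2 and 3, and 33 without HS5 medium replicate 2.

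To express how much of the MSC transcriptome was found in the recovered samples, levels of MSC-specific genes were set as a percent of their level in the MSC line. Contact culture with HS5 held a median of 13.7% ± 0.08 (SD, n = 3) of the HS5 level over 84 genes, and contact culture with HS27a 7.79% ± 0.38 of the HS27a level over 79 genes. In medium of the same line the median share was 0% in all 3 libraries (exact two-sided permutation p = 0.1 for each line, the smallest that 3 against 3 allows). For HS5 71 of the 84 genes (84.5%) lay within 2-fold of the median over genes of their mean share (13.9%), 3 above and 10 below. For HS27a 74 of 79 (93.7%) did so around 7.98%, 2 above and 3 below. Among HS27a-specific genes, 58 borrowed transcripts of the study had a median share of 7.87% (quartiles 7.16 to 8.55) and 21 other genes 8.45% (quartiles 6.38 to 9.43).

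**Figure D3:**
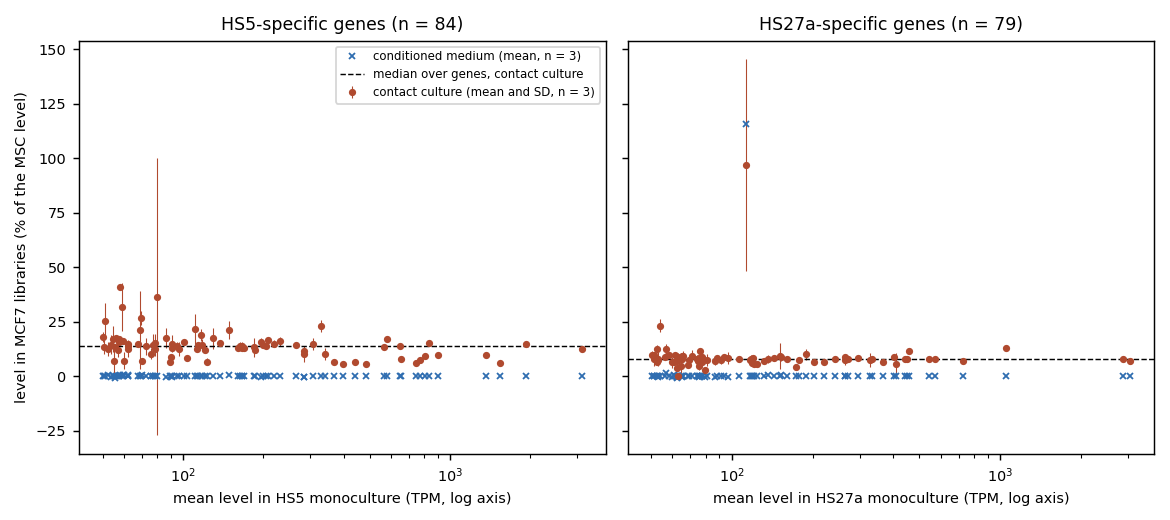
Share of the MSC level (percent) of each MSC-specific gene in contact culture (mean ± SD, n = 3) and in conditioned medium (crosses), against the gene's TPM in the MSC line on a log axis, for 84 HS5 and 79 HS27a genes. Dashed lines mark the medians over genes of these means, 13.9% for HS5 and 7.98% for HS27a.

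Each gene's level in contact culture was then set against that of a mixture with this share of MSC RNA. VIM in contact culture with HS5 was at 393 ± 7.06 TPM against 427 in the mixture (log2 ratio −0.10, adjusted p = 0.774). CCDC88A was at 24.0 ± 2.23 TPM against 21.1 (0.19, adjusted p = 0.693), GJA1 at 5.11 ± 0.85 against 3.77 (0.35, adjusted p = 0.289), EGFR at 5.78 ± 1.13 against 5.96 (adjusted p = 0.942) and SERPINE1 at 21.9 ± 0.99 against 22.8 (adjusted p = 0.895). VEGFA, at 78.8 ± 6.89 TPM against 17.2 (2.14, adjusted p = 3.11e-05), and KYNU, at 43.0 ± 5.07 against 15.1 (1.46, adjusted p = 8.99e-05), lay above the mixture. IFI27, an interferon-inducible protein, was at 93.4 ± 3.47 TPM against 1.79 (5.22, SE 0.37, adjusted p = 2.07e-06), LCN2 at 168 ± 11.3 against 8.28 (4.29, SE 0.26, adjusted p = 5.67e-07), ISG15, a ubiquitin-like antiviral protein, at 381 ± 7.46 against 39.1 (3.30) and TIMP3, an inhibitor of matrix proteases, at 33.9 ± 3.54 against 2.36 (3.37). Below the mixture were TXNIP at 4.32 ± 0.82 TPM against 99.6 (−4.25) and ID2 at 49.3 ± 4.31 against 591 (−3.53). With HS27a, LCN2 was at 165 ± 10.99 TPM against 8.85 (4.18), the stress cytokine GDF15 at 33.2 ± 2.65 against 5.43 (2.42) and CCDC88A at 16.3 ± 4.26 against 16.5 (adjusted p = 0.973), while VIM was at 138 ± 4.22 against 81.7 (0.77, adjusted p = 0.0367).

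Of 39 interferon genes 29 lay above the mixture with HS5 and 0 with HS27a, and of 33 genes of the ATF4 amino acid response 21 and 4. Epithelial alarmins counted 7 and 5 of 11, the unfolded protein response 6 and 0 of 15, mesenchymal stromal markers 1 and 0 of 29, and gap junction and tunneling nanotube genes 0 and 0 of 17. EMT transcription factors counted 0 and 0 of 7, TGF-beta and YAP targets 2 and 0 of 18, and growth factors and receptors 2 and 0 of 22. Of 26 NF-kB and cytokine genes 4 lay above and 4 below the mixture with HS5, and 3 above and 0 below with HS27a. Above the mixture with HS5 and HS27a were 1 and 0 of 13 MHC class I genes, 2 and 2 of 12 STAT3 targets, 1 and 0 of 20 hypoxia and glycolysis genes, 3 and 1 of 20 cholesterol synthesis genes and 4 and 2 of 11 stemness and dissemination genes. The study's lists were again not independent here. Of 379 borrowed transcripts 319 lay within 2-fold of the mixture with HS5 and 368 with HS27a. No such count was taken over all genes, so these values have no baseline. Above the mixture were 52 and 8 of the 379, against 464 and 134 of all 16177 genes tested. Of 35 intrinsic transcripts 34 and 9 lay above it. Among genes raised at least 4-fold, 248 of 398 (62.3%) with HS5 and 136 of 165 (82.4%) with HS27a were within 2-fold of the mixture. In total 464 genes lay above and 133 below it with HS5, and 134 and 79 with HS27a. Median-of-ratios scaling gave 235 and 82 above, and without HS27a contact culture replicates 1, 2 and 3 the 134 were 79, 64 and 63.

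**Figure D4:**
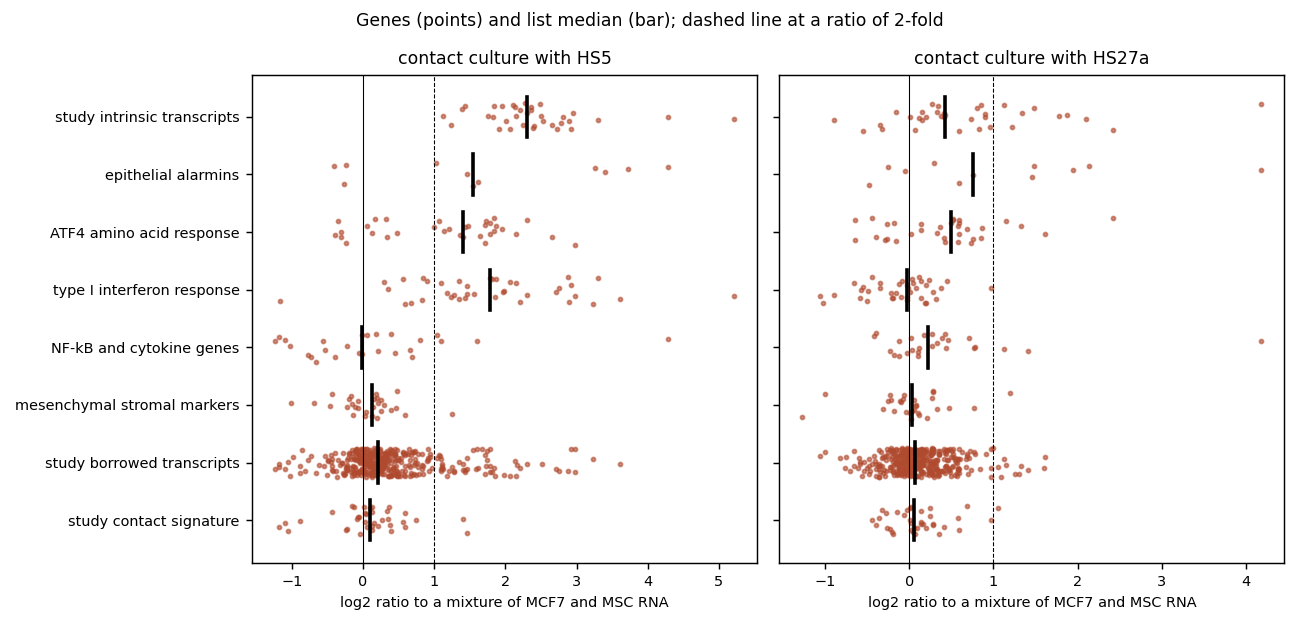
Log2 ratio of the level in contact culture to that of a mixture of MCF7 and MSC RNA, for the measured members of 8 gene lists (points) with their median (bar). The dashed line marks a log2 ratio of 1, and the interferon list has a median of 1.78 with HS5 and −0.03 with HS27a.

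Comparisons with the same monoculture libraries share their chance values. Between both contact cultures, 925 of 16177 genes rose and 129 fell in both, against 227 and 7.20 for independent lists and 0 in 50 simulations of unchanged groups, and 9 went opposite ways. Almost no gene is called in unchanged groups, so a simulated 0, here and below, is no baseline for these counts. The covariance of fold changes across genes was 0.299 against a simulated 0.073. Between both media 355 rose and 128 fell in both, against 25.7 and 5.48 for independent lists and 0 in the simulations, with a covariance of 0.207 against 0.073. Contact culture with HS5 and HS5 medium shared 397 raised and 119 lowered genes, against 158 and 12.7 for independent lists and 0 in the simulations, with 43 opposite and a covariance of 0.139 against 0.073. For HS27a the shared genes were 156 and 49, against 37.0 and 3.11 and 0 in the simulations, with 36 opposite and a covariance of 0.106 against 0.074. The correlation across genes was 0.632 between contact cultures and 0.709 between media, over a simulated 0.499, but 0.317 between contact culture and medium for HS5 and 0.335 for HS27a, under a simulated 0.499 and 0.502. The 3 monoculture libraries cannot be split into sets of at least 2, so part of each excess may come from the shared controls.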

Values the study reported

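The study reported 1471 genes higher in HS5 than in MCF7 cells and 482 genes induced in MCF7 cells by contact with HS5, against 13 induced by conditioned medium. Among contact-induced transcripts and proteins it inferred that 487 could have come from MSCs by transfer and presumed 242 to be intrinsic to the cancer cells, and it described a signature of 39 genes.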

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

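The small RNA covariate, the protein-coding restriction and the count of luminal and estrogen receptor target genes below the mixture were tests chosen after the results were seen. The limit of the lowered luminal and estrogen receptor target genes to called members was set after the medians of those lists were known.

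Levels after culture with either MSC line were compared by testing the difference itself, so each value here is HS27a minus HS5 in log2. After contact culture 1286 genes differed (limma adjusted p under 0.05), with a median of −0.12 over all genes and −0.01 after median-of-ratios scaling. Among preset genes of interest, TXNIP was higher with HS27a (2.47), as were COL1A1 (1.81), CXCL12 (0.88), GJA1 (0.88) and ESR1 (0.78). VEGFA (−2.21), SERPINE1 (−2.15), KYNU (−2.08), S100A8 (−1.71), VIM (−1.50), WNT5A (−1.39), GREB1 (−1.15), TNFAIP2 (−1.03) and CD44 (−0.64) were lower. CD44 had an adjusted p of 0.0451 that became 0.147 after median-of-ratios scaling, 0.178 and 0.0957 without HS27a replicates 1 and 3, and 0.112, 0.13 and 0.12 without HS5 replicates 1, 2 and 3. CXCL12 did not pass without HS27a replicates 1 and 2 (0.0759 and 0.0723) or HS5 replicates 1 and 3 (0.0874 and 0.0608), nor did GJA1 without HS5 replicate 3 (0.0575). COL1A1 was at 666 TPM in HS27a and 66.1 in HS5 cells, GJA1 at 120 and 25.8, VIM at 1046 and 3123 and SERPINE1 at 46.7 and 167, and COL1A1, GJA1, WNT5A, SERPINE1, TNFAIP2 and CD44 did not differ from the mixture at an adjusted p under 0.05 in either line, so their differences need not be responses of the cancer cells.

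List medians here are plain log2 differences, from which the median of all genes (−0.12 after contact culture and 0.01 between media) was not subtracted. Those that differed after contact culture included the type I interferon response (−2.79), NF-kB and cytokine genes (−1.82), the ATF4 amino acid response (−1.17) and growth factors and receptors (−1.05). MHC class I presentation (−0.85) was lower and mesenchymal stromal markers (0.48) and luminal epithelial identity (0.25) were higher with HS27a. Lists of the study, not independent evidence, were lower for the contact signature (−1.74), intrinsic (−1.27), borrowed (−1.20) and medium-induced (−0.79) transcripts and the borrowed genes kept in 3D (−0.73), and higher for contact-suppressed transcripts (1.003). EMT transcription factors (−0.88; adjusted p = 0.173 with an estimated correlation), the unfolded protein response in the ER (−0.85; adjusted p = 0.0733 with an estimated correlation) and epithelial alarmins (−0.73; adjusted p = 0.05 with an estimated correlation) were lower only with the preset correlation, and replication-dependent histones (0.29; adjusted p = 0.163 with an estimated correlation), estrogen receptor targets (0.21; adjusted p = 0.217 with an estimated correlation) and cell cycle genes (0.21; adjusted p = 0.16 with an estimated correlation) higher.

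Between the conditioned media 51 genes differed. S100A9 (−6.62), LCN2 (−5.27) and KYNU (−1.80) were lower and TXNIP (1.79) and CXCL12 (1.69) higher with HS27a. S100A8 was listed at 0 in HS27a medium and at 228 ± 3.44 TPM in HS5 medium, and its fitted difference of −7.84 depends on the pseudocount. Epithelial alarmins (−1.76), STAT3 targets (−0.50) and NF-kB and cytokine genes (−0.23) were lower, as were the study's medium-induced (−0.96) and intrinsic (−0.24) transcripts, while its contact-suppressed transcripts (0.52) were higher. With the preset correlation alone, cell cycle genes were higher (0.26; adjusted p = 0.192 with an estimated correlation), and MHC class I presentation (−0.23; adjusted p = 0.235 with an estimated correlation), mitochondrially encoded mRNAs (−0.25; adjusted p = 0.225 with an estimated correlation), cholesterol synthesis (−0.20; adjusted p = 0.0872 with an estimated correlation) and stemness and dissemination genes (−0.19; adjusted p = 0.192 with an estimated correlation) lower. So were the unfolded protein response in the ER (−0.10; adjusted p = 0.501 with an estimated correlation), the contact signature (−0.067; adjusted p = 0.225 with an estimated correlation) and the borrowed transcripts (−0.003; adjusted p = 0.0872 with an estimated correlation).

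MSC transcripts in samples of recovered MCF7 cells were present near the proportions they have in the MSC line. At least 84.5% of MSC-specific genes had a share within 2-fold of the median in both lines. Induction of such genes by the cancer cells whatever the MSC line is argued against as the whole cause, since 3 genes specific to HS5 over HS27a reached in HS27a contact culture a median of 0.893% of their level in HS5 contact culture, though 3 genes are few. Selective transfer of the study's borrowed transcripts would raise their share over that of other MSC-specific genes, and the ratio in HS27a contact culture was 0.93. That ratio cannot decide, because the study chose the list on HS5 libraries. Genes that HS5 makes little of could not enter the list, whether or not they transfer. RNA carried by medium of MSCs grown alone is argued against by a share in conditioned medium that was 0% of that in contact culture. What stays open is whether the proportional share came from MSCs that passed the EpCAM selection, from free RNA or from transfer of transcripts, which these libraries cannot separate. The study cites its earlier work for very little carry-over of MSCs in this isolation, and it reports calcein transfer from HS5 to MCF7 cells. It attributes the gain of GIV mainly to protein transfer, because MCF7 cells that carried shRNA against GIV still gained the protein. Depleting GIV in HS5 prevented the gain. The study does not exclude some transfer as mRNA. RNA levels do not address protein transfer.

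Contact culture with HS5 also left 464 genes above a mixture of MCF7 and HS5 RNA, among them interferon, ATF4 and alarmin genes. A share of HS5 RNA set too low is argued against as the whole cause, as 73.5% of these genes (341) stayed above with the share doubled. Their median level in HS5 was 0.428 of that in contact culture. This value cannot decide about HS5 transcripts at their monoculture level, because the genes were picked for lying above a mixture that already holds them. Soluble factors that HS5 makes when grown alone would have raised most of them in conditioned medium, and 22.0% (102) rose there. Such factors stay open for these 102, S100A8 among them. A separate fit after median-of-ratios scaling gave 235 genes above the mixture, and how many of them were among the 464 was not counted. A response of MCF7 to contact, soluble factors that HS5 makes only beside cancer cells, and MSCs that passed the selection with levels changed by coculture all stay open, and none was tested.

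Among 64 luminal and estrogen receptor target genes 17 fell in contact culture with HS5, with a median of −1.09, and 8 rose. Dilution by HS5 RNA would give −0.21, but the −0.88 beyond it cannot exclude dilution, because these genes were picked for having fallen. Of all 64, 11 lay below the mixture of MCF7 and HS5 RNA and 11 above it at an adjusted p under 0.05, which argues against dilution alone for the 11 below and leaves it open for the other 6 of the 17. Leaving out 1 monoculture library left at least 16 lowered, and 29.4% (5) fell in HS5 conditioned medium, which argues against a single odd library, or soluble factors that HS5 makes when grown alone, as the whole cause, though such factors stay open for these 5, ESR1 and CXCL12 among them. Of the 11, 7 were lower in contact culture than in medium, and for these a response to contact, factors that HS5 makes only beside cancer cells and a change in which MCF7 cells survived or were recovered stay open and were not tested.

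The 6 libraries of each comparison can be split 3 against 3 in 10 ways, too few for a share under 0.05, and in every case 1 split, the real one, gave as many genes as the real one. Real and highest other counts were 3541 and 2 for contact culture with HS5, 1444 and 2 with HS27a, 706 and 1 for HS27a conditioned medium, 6793 and 1 for HS5 and 6178 and 2 for HS27a against MCF7. They were 3844 and 2 for contact culture against medium with HS5 and 1692 and 2 with HS27a, 1286 and 4 between contact cultures, 51 and 2 between media, and 464 and 2 and 134 and 1 for genes above the mixture with HS5 and HS27a. For HS5 conditioned medium they were 1261 and 1081, which points to a structure of the samples. That split put medium replicates 1 and 2 with monoculture replicate 1, whose small RNA genes held 11.3% to 13.9% of TPM against 6.69% to 7.43%. With small RNA percent as a covariate it gave 0 genes and the real split 903. The covariate separates the sides of the mixed split completely but overlaps between those of the real split, so these counts cannot be compared. With protein-coding genes only the mixed split gave 1295 and the real split 1460. Monoculture replicate 1 differed from the other monoculture libraries, with 51.3% of TPM in protein-coding genes against 56.8% and 56.9% in replicates 2 and 3. It correlated with them at r = 0.951 and 0.948, and they with each other at 0.966. Every comparison with MCF7 monoculture uses this library.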

How the results depend on the processing

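Alternatives with a pseudocount of 0.1 or 5, protein-coding genes only, scaling to the protein-coding total, small RNA percent as a covariate, and median-of-ratios scaling of the share and the mixture were chosen after the data were seen. Of 362 alternatives for the 21 main results, 280 stayed within the bounds set for them and 82 moved. The DESeq2 alternative was not run, because the table holds no counts. What read depth limits could not be assessed from TPM.

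Testing against an absolute log2 fold change of 1 gave 404 genes (in place of 3541) for contact culture with HS5, 155 (1444) with HS27a, 20 (1261) and 2 (706) for HS5 and HS27a medium, 2307 (6793) and 2049 (6178) for HS5 and HS27a against MCF7, 376 (3844) and 183 (1692) for contact culture against medium, and 147 (1286) and 7 (51) between lines, a stricter test by its own construction. Genes raised at least 4-fold became 9 (38) in HS5 medium and 0 (17) in HS27a medium by that limma test, which had 2 genes past it in either direction. With only the 2 groups compared, and so fewer libraries for the spread, the counts were 1901, 473, 120 and 94 for contact culture with HS5 and HS27a and both media, 2276 between contact cultures and 25 between media, and 22 genes rose 4-fold in HS5 medium.

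Genes raised at least 4-fold with a pseudocount of 0.1 and of 5 were 773 and 120 (398) for contact culture with HS5, 380 and 33 (165) with HS27a, 90 and 13 (38) in HS5 medium, 47 and 5 (17) in HS27a medium, 2165 and 634 (1415) in HS5 and 1961 and 564 (1293) in HS27a. With protein-coding genes only they were 13 in HS5 and 5 in HS27a medium, and with no filter 11 in HS27a medium. Small RNA percent as a covariate gave 1174 (3844) for contact culture against HS5 medium. Apart from the tests named above the cause was not tested.

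The HS5 share of 13.7% was 13.9% with MSC-specific genes of at least 20 TPM, 11.8% at 200 TPM, 13.6% with at most 0.1 TPM in MCF7, 13.8% after median-of-ratios scaling, 12.1% from summed TPM and 6.98% with the HS27a profile. The HS27a share of 7.79% was 8.64% from summed TPM and 2.33% with the HS5 profile. Genes above the mixture were 992, 235 and 191 (464) with HS5 and 395, 82 and 50 (134) with HS27a, under the other line's profile, median-of-ratios scaling and a pseudocount of 5. For these values the cause was not tested.

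Leaving out 1 library gave ranges of 2428 to 3530 genes for contact culture with HS5 (4-fold, 363 to 420), 846 to 1688 with HS27a (152 to 170), 606 to 2752 in HS5 medium (26 to 59), 336 to 1621 in HS27a medium (11 to 42), 5383 to 5833 in HS5 (1339 to 1476) and 4775 to 6195 in HS27a (1183 to 1343). Contact culture against medium ranged from 2597 to 3597 with HS5 and 1038 to 1136 with HS27a, the difference between contact cultures from 687 to 869 and between media from 27 to 62. The shares ranged from 13.64% to 13.72% and 7.57% to 7.93%, genes above the mixture from 356 to 531 and 63 to 191, and list results past the threshold from 135 to 148 (140). For the shares only contact culture libraries were left out, and for the mixture those or MCF7 monoculture libraries. No MSC library was left out of either, so these ranges do not cover the spread of the MSC level. The lowest and highest came without HS5 medium replicate 2 (606) and monoculture replicate 1 (2752 and 1621). The other libraries that moved a total, a count raised at least 4-fold or a count above the mixture are named beside it. Libraries that moved only a raised or only a lowered count are not all named.

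Nothing in the data paired replicates by number, and 2 of 30 same-number pairs correlated over 0.1. With the replicate block the counts were 3417, 1349, 1160 and 634 for contact culture with HS5 and HS27a and both media, and 142 list results passed.

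Of 765 alternatives for gene lists 676 kept direction and side of the threshold, 65 lost it, 15 gained it and 9 reversed, none of the reversed past the threshold. The estimated correlation lost 46 of 153. Reversed were cell cycle genes in contact culture with HS5 under fry (adjusted p = 0.576), early stress genes there (0.925) and interferon genes with HS27a (0.976) with the replicate block. In HS27a medium, fry, median-of-ratios scaling and the protein-coding total reversed mesenchymal stromal markers (0.0741, 0.945 and 0.839) and the study's contact signature (0.459, 0.823 and 0.677). For named genes, CXCL12 between contact culture and HS5 medium went from 0.12 to −0.098 after median-of-ratios scaling and ESR1 with HS27a from −0.07 to values of −0.139 to 0.066 with 1 library left out, above 0 without contact culture replicate 1, and to −0.29 after median-of-ratios scaling and −0.30 with the protein-coding total, with no call in either case. For these reversals the cause was not tested.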

Other observations

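The cholesterol synthesis list was raised in medium of HS27a too, though comparisons with the same 3 monoculture libraries are not separate evidence. In HS27a conditioned medium 4 of 20 rose, 0 fell and 16 did not pass (adjusted over the list alone, 10 and 0; adjusted p = 1.69e-07), with the sterol reductase DHCR7 up by 1.28. In contact culture against HS5 medium the list had 1 higher, 1 lower and 18 not passing (adjusted p = 0.746), and against HS27a medium the adjusted p was 0.741.

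Targets of BMP signalling, which sets cell identity, included genes that fell. ID2 fell by −2.26 in HS5 medium and by −1.72 in HS27a medium. The BMP and ID list had 1 raised, 4 lowered and 5 not passing of 10 in HS5 medium (adjusted p = 0.035), or adjusted p = 0.173 with an estimated correlation, and 1, 3 and 6 in HS27a medium (adjusted p = 0.003), or adjusted p = 0.073 with an estimated correlation.

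At an adjusted p under 0.05 and a log2 fold change of at least 2, 38 genes rose in HS5 conditioned medium, or 13 with protein-coding genes only, 13 with a pseudocount of 5, 22 with only the 2 groups compared, 90 with a pseudocount of 0.1 and 59 without monoculture replicate 1. The study reported fewer than the first of these counts, which the alternatives moved both ways, and it gave no base for the log of its threshold.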
